A study of Drosophila melanogaster with 12 samples. Its data were reported in "Chromatin remodeling during the in vivo glial differentiation in early Drosophila embryos" (2016).

How the data were processed

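Nuclei of 2 cell types were isolated from Drosophila melanogaster embryos with INTACT, an affinity method that pulls down nuclei carrying a FLAG-tagged envelope protein. The tag was driven by gcm-Gal4 in embryos aged 5 to 7 h after egg laying and by repo-Gal4 in embryos aged 12 to 14 h. The first cells are called GNP here (Gcm-expressed neural progenitor, the name used by the study), and the labels call them early glial cells. The second are called glia, and the labels call them late glial cells. Micrococcal nuclease (MNase) cuts linker DNA and leaves the DNA wrapped in nucleosomes, which was then sequenced. The series lists 12 samples, 1 for each cell type and assay. The 2 MNase-seq samples were analysed. The other 10 samples are ChIP-seq libraries of 5 histone marks and were not analysed here.

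Per the study's methods, the authors aligned single-end reads to the dm3 build with Bowtie, kept uniquely mapped reads and predicted nucleosome positions with GeneTrack. The Bowtie version and the GeneTrack settings were not stated. Each deposited list has 3 columns, the chromosome, start and end of each predicted nucleosome in base pairs (bp). It has no other measurement, so no occupancy, score or read count entered the work, and the depth of both libraries is unknown. End minus start was 146 bp for every nucleosome in both lists, and the smallest distance between neighbouring starts was 147 bp. Closer neighbours therefore do not occur in these maps. Whether the lists count from 0 or from 1 could not be settled from the values, so positions are given as the lists print them and carry an uncertainty of 1 bp. A nucleosome length of 147 bp was tried as an alternative. Both lists name only the arms 2L, 2R, 3L, 3R, 4 and X, so the comparison with all named sequences gave the same values and has no entry of its own.

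The dyad, the midpoint of a nucleosome, was compared with the closest dyad of the other map, from each map in turn. Following the study, a distance of 0 bp was taken as the same position. A GNP nucleosome was called lost, and a glia nucleosome gained, when it overlapped the closest nucleosome of the other map by 20 bp or less, which is a dyad distance of 126 bp or more. The rest were called shifted. Shares are percent of the nucleosomes of one map unless both maps together are named. Distances between neighbouring dyads were summarised by the median, quartiles and most frequent value (after smoothing over 11 bp), and distances over 500 bp were also counted apart. A gap was a stretch of 150 bp or more without a nucleosome between neighbours at most 500 bp apart. Repeats within a map and between the maps were read from counts of all dyad pairs by distance, divided by the count that even placement gives.

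Agreement between maps of this density was measured by displacing the glia map along each arm by 100 random offsets between 1 and 10 kb. The observed values were set beside the mean and range of these displaced maps. As alternatives, the neighbour distances were shuffled 100 times, and GNP nucleosomes were left out at random down to the glia number in 100 draws (20 draws for gap counts). Windows of 10 kb were compared by the log2 ratio of nucleosome numbers, glia over GNP, with a pseudocount of 1. Windows needed at least 20 nucleosomes in both maps together, and a 1.5-fold threshold was used. The windows named in the text follow a rule fixed before the data were examined, the 3 largest log2 ratios each way. That rule asked for summed occupancy, and nucleosome numbers took its place. Windows of 100 kb with at least 200 GNP nucleosomes were used for local agreement.

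Intervals of shares are Wilson intervals at the 95% level, and intervals of nucleosome numbers are exact Poisson intervals at the same level. Both cover counting error only, since neighbouring nucleosomes are not independent and the number of reads behind each position is unknown. With 1 library per cell type there is no replicate check. No test between the cell types was run and no p-value is given, and every difference compares these 2 libraries. The comparison of positions was tested on simulated data. A second map was made from the 522119 GNP nucleosomes with 3.03% lost and 19.97% at the same position, and 3.03% and 19.97% were recovered. This checks only the counting of classes that were built in. Calls of one map keep a minimum distance, so a removed nucleosome is easily recovered when the others move little. The recovery does not show how well lost and shifted nucleosomes are told apart at the distances seen between the real maps.

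The main rules and most alternatives were fixed before the data were examined. Leaving out GNP nucleosomes at random, leaving out distances and gaps over 500 bp, gaps of any length, the contrasts of lost against gained and of gap numbers, and the local comparisons in the closing observations were added after first looks at the distances. Plans that needed occupancy were not run: a filter on low occupancy, a cut of the larger map by occupancy, and occupancy in 200-bp windows. Plans that needed a dm3 gene annotation were not run either: gaps at promoters, lost and gained nucleosomes in promoters, the profile at transcription start sites and named genes. These are not analysed here, and no position is assigned to a gene. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.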

Results

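The MNase-seq data give 1 map of predicted nucleosome positions for GNP cells and 1 for glia, over 6 chromosome arms of the dm3 build. The GNP map held 522119 nucleosomes and the glia map 510664, together 1032783. The number of reads behind each map is unknown. There is 1 library per cell type, so no difference below has a replicate check.

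The first comparison asked how densely each genome is covered by called nucleosomes. GNP had 11455 more nucleosomes than glia, which is 2.19% of the GNP number. The density was 4340 nucleosomes per Mb in GNP and 4244 per Mb in glia, and it was higher in GNP on 6 of 6 arms. The intervals covered 63.4% of the spanned sequence in GNP and 62.0% in glia. Arm 4 had the lowest density in both maps, with 4008 nucleosomes per Mb in GNP and 3992 per Mb in glia. Arm 3R had the highest, with 4457 and 4350 per Mb. The number of calls depends on sequencing depth and on the calling settings, and neither effect can be separated from the cell type here.

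The spacing of nucleosomes was then compared. The median distance between neighbouring dyads was 201 bp in GNP (quartiles 174 and 251 bp) and 210 bp in glia (quartiles 179 and 259 bp), a difference of 9 bp. The most frequent distance was 173 bp in GNP and 177 bp in glia. The median was wider in glia on 6 of 6 arms. It ranged from 199 bp on arm 3R to 210 bp on arm 4 in GNP, and from 209 to 216 bp in glia. Distances from 160 to 200 bp made up 40.62% of all distances in GNP and 35.04% in glia, and this share was higher in GNP on 6 of 6 arms. Distances over 500 bp, which span sequence without calls, numbered 2654 in GNP and 2529 in glia and held 6.82 and 6.72 Mb of uncovered sequence. Without them the medians were 200 and 209 bp. With the GNP map randomly reduced to the glia number, its median was 202 bp.

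**Figure D1:**
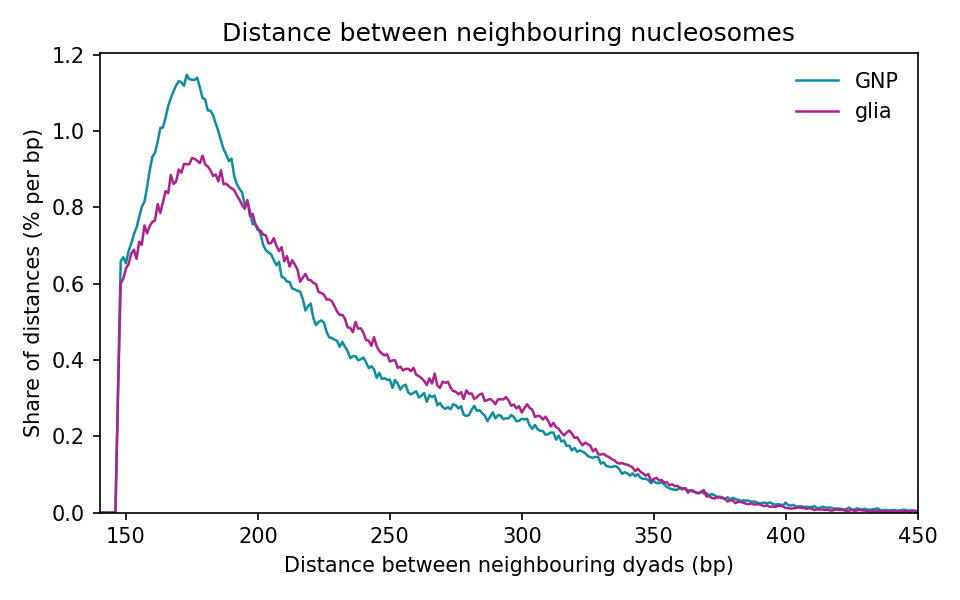
Share of neighbouring dyad distances (percent per bp, vertical axis) against distance in bp (horizontal axis) for the GNP map and the glia map, 1 library each. The GNP curve has the higher and narrower peak, with most frequent distances of 173 bp in GNP and 177 bp in glia, and both curves start where neighbouring intervals would begin to overlap.

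The order within nucleosome arrays was measured from the distances between all dyads of one map. In GNP the first 3 repeats peaked at 174, 370 and 554 bp. Each peak exceeded the trough after it 4.25-fold, 1.70-fold and 1.39-fold. In glia the repeats peaked at 177, 383 and 567 bp, and the peaks exceeded their troughs 3.02-fold, 1.23-fold and 1.07-fold. The contrast of peak and trough was thus lower in the glia map at each of the 3 repeats.

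The next comparison asked how many nucleosomes keep, shift, lose or gain their position between the cell types. At exactly the same position were 9030 nucleosomes, 1.73% of the GNP map (95% interval 1.69% to 1.77%) and 1.77% of the glia map (1.73% to 1.80%). When positions up to 10 bp apart were counted as the same, the share rose to 28.7% of the GNP map. A further 93.8% of GNP and 94.3% of glia nucleosomes were shifted. Lost were 23335 GNP nucleosomes, 4.47% of that map (4.41% to 4.53%). Gained were 20274 glia nucleosomes, 3.97% of that map (3.92% to 4.02%). As percent of both maps together, 1.75% had the same position, 94.0% were shifted, 2.26% were lost, 1.96% were gained and 4.22% were either. The shares of lost and gained nucleosomes moved most with the overlap rule. With an overlap of 73 bp or less in place of 20 bp they were 29.5% and 27.9%.

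The share lost was higher than the share gained on 5 of 6 arms. On arm 4 the share gained, 4.88%, exceeded the share lost, 4.22%. When the GNP map was randomly reduced to the glia number, the order turned around, and the difference of lost minus gained went from 0.499 to -1.26 percentage points.

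The size of the shifts was also measured. The median distance to the closest nucleosome of the other map was 38 bp for GNP and 35 bp for glia. Of the GNP nucleosomes, 40.3% had a glia nucleosome within 20 bp and 56.4% within 50 bp. The closest glia dyad lay at a lower coordinate for 49.1% of GNP nucleosomes and at a higher one for 49.2%.

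**Figure D2:**
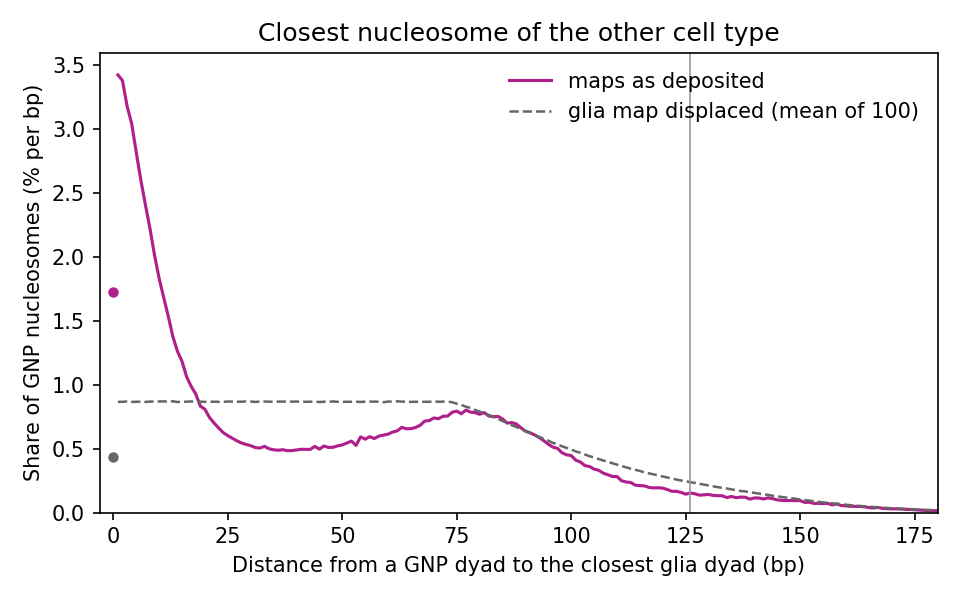
Share of GNP nucleosomes (percent per bp, vertical axis) against the distance in bp to the closest glia dyad (horizontal axis), for the maps as deposited and for the mean of 100 displaced glia maps. Points mark a distance of 0 bp, with 1.73% observed and 0.433% in displaced maps, the vertical line marks 126 bp, from which a nucleosome is called lost, and the observed curve has a second mode at 78 bp.

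These shares were set beside the agreement that maps of the same density and spacing have by chance. In 100 displaced maps, a mean of 0.433% of GNP nucleosomes had a glia nucleosome at the same position (range 0.412% to 0.455%), so the observed share was 3.99-fold higher. Within 10 bp the displaced mean was 9.11% (8.94% to 9.36%) and the observed share was 3.15-fold higher. The median distance to the closest dyad was 57.6 bp in displaced maps. The share lost was 9.02% in displaced maps (7.16% to 10.0%), above the observed 4.47%. Part of that displaced share came from nucleosomes moved into sequence without calls. When nucleosomes inside gaps over 500 bp of the other map were left out, the observed share lost was 4.36% and the displaced mean 5.90% (5.81% to 5.96%). The observed share gained was then 3.80% and the displaced mean 5.70% (5.64% to 5.78%). The share of GNP nucleosomes shifted was 90.5% in displaced maps (89.5% to 92.4%) and 93.8% observed. With nucleosomes inside those gaps left out, it was 93.6% in displaced maps (93.6% to 93.7%) and 93.9% observed. Most nucleosomes thus count as shifted by chance alone, and the shifted share says little about movement between the cell types.

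**Figure D3:**
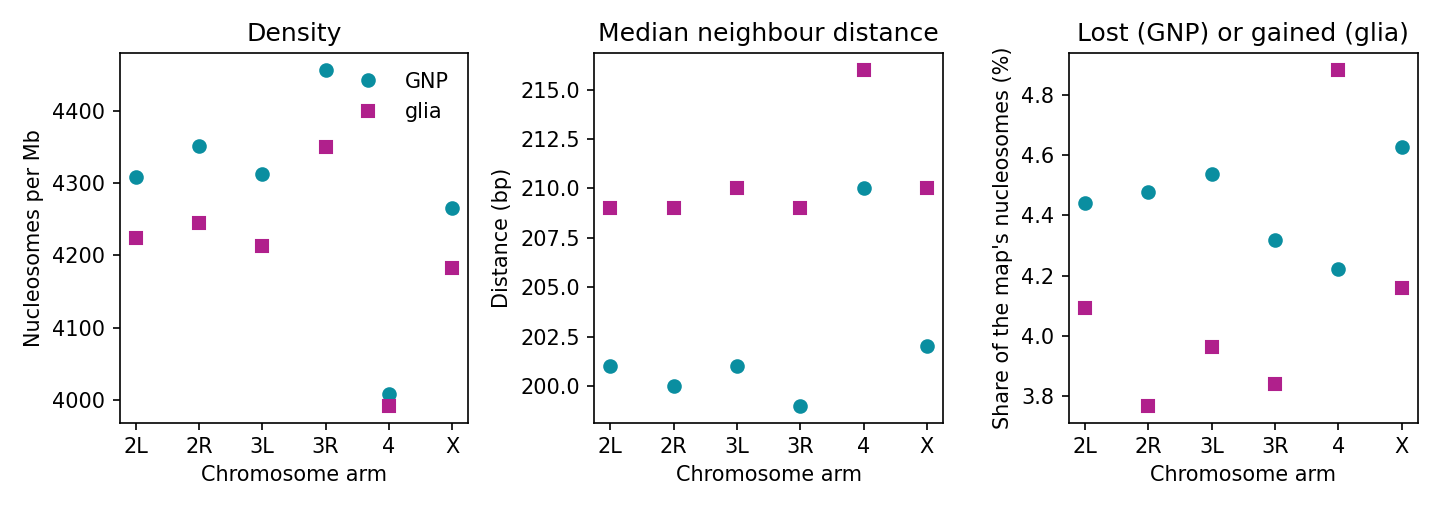
Nucleosomes per Mb, median distance between neighbouring dyads in bp, and percent of nucleosomes lost (GNP) or gained (glia) on each of the 6 chromosome arms, 1 library per cell type, with vertical axes that do not start at 0. Density was higher and the median distance smaller in GNP on each arm, and arm 4 was the arm on which the share gained exceeded the share lost.

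Nucleosome-free gaps were compared because the study defined depleted regions in enhancers by a length of 150 bp or more. Enhancers were not analysed here, and gaps were counted over whole arms. GNP had 61357 gaps with a median length of 178 bp (quartiles 162 and 204 bp). Glia had 65097 gaps with a median length of 176 bp (quartiles 161 and 197 bp), 3740 more. Gaps made up 11.8% of neighbour distances in GNP and 12.7% in glia, and this share was higher in glia on 5 of 6 arms, with arm 4 as the exception. The order was opposite for gaps of 200 bp or more, with 17136 in GNP and 15135 in glia, and GNP had more of these on 5 of 6 arms.

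Many gaps of one map held a nucleosome centre in the other. Of the GNP gaps, 41819 or 68.2% (67.8% to 68.5%) held a glia dyad. Of the glia gaps, 45272 or 69.5% (69.2% to 69.9%) held a GNP dyad. Displaced maps gave higher means of 76.6% (range 75.6% to 78.4%) and 77.1% (75.9% to 79.2%). For gaps of 200 bp or more the observed shares were 79.2% in GNP and 78.2% in glia, and the displaced means were 87.1% and 86.6%.

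Nucleosome numbers were also compared locally. Among 11860 windows of 10 kb, 5 had at least 1.5-fold more nucleosomes in glia and 1 had at least 1.5-fold fewer. The minimum distance between calls limits a window to 69 nucleosomes. A 1.5-fold rise was therefore out of reach in 6095 windows (51.4%), which already held too many GNP nucleosomes, so the small number of increases is partly fixed by the maps. The median number per window was 46 in GNP and 45 in glia. More nucleosomes were called in GNP in 6752 windows (56.9%), more in glia in 3273, and the numbers were equal in 1835. The window with the largest increase was 27890001 to 27900000 on arm 3R, with 5 GNP nucleosomes (95% interval 1.62 to 11.7) and 31 glia nucleosomes (21.1 to 44.0), a log2 ratio of 2.42. Next were 21590001 to 21600000 on X, with 7 in GNP and 13 in glia (log2 ratio 0.81), and 21400001 to 21410000 on X, with 9 and 15 (0.68). The largest decrease was at 20001 to 30000 on arm 3L, with 42 in GNP and 24 in glia (log2 ratio -0.78). It was followed by 360001 to 370000 on 2L, with 22 and 16 (-0.44), and 21610001 to 21620000 on X, with 20 and 15 (-0.39). The counting intervals of the cell types overlapped in each of these windows except the one on 3R. The minimum distance between calls can make numbers vary less than Poisson counts, so these intervals may be too wide. Their overlap does not show that a difference is counting error. The 3R window lies at the end of the arm, where the GNP calls stop at 27891108 and the glia calls at 27898702.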

Values the study reported

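The study reported that 1.72% of nucleosomes stayed at exactly one position in both cell types and that 94.1% shifted. It gave 2.22% of nucleosomes as lost and 1.93% as gained, together 4.15%. For the purity of the isolated nuclei it reported 92.4% in GNP and 99.5% in glia.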

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

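Random reduction of the GNP map to the glia number, leaving out gaps over 500 bp of the other map, leaving out distances over 500 bp, gaps of any length, and the contrasts of lost minus gained and of gap numbers were chosen after seeing the data. The other alternatives were planned. Of 51 comparisons of a value with an alternative, 13 kept the value, 35 moved it and 3 reversed a direction. A share counted as kept inside its 95% interval, and the ratio to displaced maps inside that interval divided by the displaced mean. The difference of lost and gained had a normal 95% interval, and numbers of gaps and their difference were allowed a 1.5-fold change. Medians had an order-statistic interval, from 200 to 201 bp in GNP and from 209 to 210 bp in glia, so 200 bp counted as kept and 202 bp as moved. The intervals are narrow because the maps are large, so small movements also count among the 35.

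The definition of a position moved the shares most. With positions up to 10 bp apart counted as the same, the shares at the same position were 28.7% (GNP) and 29.3% (glia), the shifted shares fell to 66.9% and 66.7%, and the ratio to displaced maps went from 3.99 to 3.15. With no overlap required for lost or gained, 1.99% were lost, 1.94% gained and 96.3% shifted in either map, and lost minus gained was 0.0500 percentage points. With an overlap of 73 bp or less, 29.5% were lost, 27.9% gained, 68.8% of GNP and 70.3% of glia nucleosomes shifted, and lost minus gained was 1.58 points. A length 1 bp longer gave 4.32% lost, 3.84% gained and 94.0% and 94.4% shifted. Among pairs that were each the closest of the other, 1.98% of either map had the same position and 97.5% were shifted. As percent of both maps together, 2.26% were lost and 1.96% gained. The same-position share in that unit was 1.75% with both members of a pair counted. It was 0.874% with each pair counted once over the nucleosomes of both maps, a drop that comes from the counting alone. Without nucleosomes inside gaps over 500 bp of the other map, 4.36% were lost and 3.80% gained. These changes follow from how each definition is built.

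With the GNP map randomly reduced to the glia number, 1.73% of glia nucleosomes had the same position, 92.5% were shifted and 5.73% were gained, and the median GNP distance was 202 bp. Lost minus gained reversed from 0.499 to -1.26 points. A randomly removed GNP nucleosome leaves its glia partner without one, so this reversal follows from the construction, and the order of lost and gained is not settled by these maps. The difference in gap number, glia minus GNP, reversed from 3740 to -2163 under the same reduction, since removing nucleosomes opens gaps. It also reversed to -2001 for gaps of 200 bp or more, with 17136 in GNP and 15135 in glia. The cause of that reversal was not tested.

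The excess of shared positions over displaced maps was 4.07-fold with shuffled neighbour distances and 3.99-fold with the reduced GNP map. The medians of neighbour distances were 200 bp (GNP) and 209 bp (glia) without distances over 500 bp. With gaps of any length, glia had 3615 more gaps than GNP. Alternatives that need occupancy or a gene annotation were not run. The unknown depth limits every difference in number, spacing and gap count, since fewer reads give fewer and less exact calls.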

Other observations

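The tests of distances over 500 bp and of single arms, the half-particle, shifted-array and merged-end tests of the second mode, the matched test beside shared gaps, the spread of agreement away from edges, and both tests of the end of arm 3R were chosen only after the result was seen. For the half-particle and edge explanations, a first test was written before and an added one after its outcome was seen, and both outcomes are given. The limits that separated outcomes in several tests were also set after first looks. All hypotheses below were found and tested on the same maps.

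The share of GNP nucleosomes lost was 4.47%. That is higher than the value quoted from the study above. The share of glia nucleosomes gained was 3.97%. That is higher than the value quoted from the study above. As percent of both maps together the shares were 2.26% and 1.96%. In that unit they lie close to the quoted values, so the difference is one of denominator.

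Neighbouring nucleosomes were farther apart in the glia map, with medians of 201 and 210 bp. If calls were missing at random from the glia map, reducing the GNP map to the glia number would bring its median to that of glia. The highest median of 100 reduced maps was 202 bp. The difference of the medians stayed at 9 bp once distances over 500 bp were left out, and it had the same direction on 6 arms, which argues against a difference in one chromosome arm. The share of distances from 160 to 200 bp was 35.04% in glia, and the lowest share in 100 reduced GNP maps was 39.7%. Random missing calls may therefore explain little of the wider and less regular spacing. The repeats within arrays did not widen at each step. From the first to the second peak the step was 196 bp in GNP and 206 bp in glia. From the second to the third peak it was 184 bp in both maps. Lower depth or noisier positions in the glia library stay open, since there is 1 library per cell type and no read count. A difference between the cell types or the embryo ages also stays open and untested.

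More nucleosomes were lost than gained. The larger number of nucleosomes called in GNP is a candidate explanation. With equal numbers the difference was -1.26 percentage points, but random removal fixes that outcome, so this explanation cannot be told apart from a difference between the cell types.

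Fewer nucleosomes were lost or gained than in displaced maps. Displaced nucleosomes that fall into sequence without calls could produce this. With gaps over 500 bp left out, the lowest share lost in 100 displaced maps was 5.81% and the observed share was 4.36%. The difference from the displaced mean fell from 4.55 to 1.54 percentage points, so this explanation accounts for most of the difference in these maps and not for all of it.

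The distance from a GNP nucleosome to the closest glia nucleosome had a second mode at 78 bp, after a trough at 39 bp. Distances from 70 to 85 bp were 1.55-fold as frequent as those from 35 to 45 bp. Chance placement of unmatched nucleosomes gave a highest ratio of 0.949 in 100 displaced maps. Read ends called as nucleosome centres would place a call 73 bp from the dyad at any local spacing. In the first test, over 5 classes of local spacing, the second mode of closest distances stayed between 75 and 81 bp. The minimum distance between calls fixes that outcome. In displaced maps the share per bp was flat up to 73 bp (0.868%) and fell to 0.716% at 85 bp, so a rise toward the next repeat would peak there at any spacing, and modes of closest distances decide nothing here. In the added test, over all pairs of dyads, the second mode lay at 88 bp, farther out than 73 bp. Counts of all pairs rise toward the next repeat at 177 bp, and how far that moves a mode outward was not tested, so this explanation stays open. An array shifted by 0.5 of its local mean spacing was tested on the same classes. In the 2 tightest classes the second mode over all pairs was 0.25 bp away from that value, which leaves it open there. In the 3 wider classes the offsets over all pairs were 6.25 to 38.5 bp, and the repeat between the maps was 178 to 184 bp. A GNP dyad between 2 glia nucleosomes adds its distance to both, and these sum to their spacing. A middle mode over all pairs is therefore drawn toward 0.5 of that repeat whatever its cause. These offsets grow with the class for that reason and decide nothing. An array shifted by 0.5 of the repeat seen between the maps was proposed from the same values. Over all pairs the second mode lay within 2.5 bp of it in the 5 classes, with modes of 79 to 90 bp and repeats of 163 to 184 bp. The mode over all pairs is drawn to that value whatever its cause, so this closeness decides nothing. The pattern was first seen in closest distances, which cannot test this hypothesis either, so it stays open. Read ends of neighbouring nucleosomes merged in the linker would also lie there (the second mode was 0.497 of the repeat), and they cannot be told apart from shifted arrays without the strands of the reads.

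Beside gaps that both maps share, the maps lay closer together. The share of GNP nucleosomes with a glia nucleosome within 10 bp was 39.7% at the flank of such a gap, 31.8% at the next nucleosome and 29.5% at the one after. Choosing shared gaps fixes their flanks and could produce this. Displaced maps were compared first, but their flanks rose by a mean of only 1.12 percentage points against 11.1 observed. They do not model fixed flanks and decide nothing here. Nucleosomes next to a flank were then compared with those next to GNP nucleosomes elsewhere that had the same distance to the glia map and the same spacing to their neighbour. The share was 31.8% after a flank (95% interval 31.4% to 32.3%) and 31.3% after the matched nucleosomes, and it was higher after a flank on 4 of 6 arms. Nearly all of the rise of 3.16 points at the next nucleosome may therefore follow from the agreement of the flank itself. Whether that agreement comes from the choice of gaps or from a real effect at the flanks stays open, since matching removes both. The remaining 0.469 points, at the edge of the interval and not seen on each arm, also stay open. Sequence and regular phasing from fixed borders were not tested.

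Agreement differed along the chromosomes. Over 1194 windows of 100 kb, the share of GNP nucleosomes with a glia nucleosome within 10 bp had a median of 28.6% and ran from 24.2% at the 5th percentile to 33.7% at the 95th. It was lowest at 15900001 to 16000000 on X (17.5%) and highest at 21600001 to 21700000 on X (47.2%), windows chosen after their values were seen. Sampling of one rate everywhere, with independent nucleosomes, would give the binomial SD. The observed SD was 1.40-fold the binomial one, and the highest value in displaced maps was 1.17-fold, which argues against independent sampling. Agreement also carried over between neighbours, which displaced maps lacked. Next to the flanks of shared gaps it was 3.16 points above average, against a mean of -0.188 points in displaced maps. One rate with dependent neighbours was not tested and stays open. A limit of 1.5-fold had been set first and was replaced by the displaced maps after the value was seen. Under that first limit, independent sampling would not have been excluded. A one-way trend with local density of calls is argued against by a Spearman rho of -0.068 across windows, which are not independent replicates. That rho cannot show whether sparse windows vary more in both directions. The lowest and highest windows named above held 246 and 250 GNP nucleosomes, while another low window, 8500001 to 8600000 on 2L (20.6%), held 433. Local density therefore stays open in that form. Edges of sequence without calls do carry a higher share, 32.5% within 1 kb of such sequence against 28.5% elsewhere, 3.99 points higher, as the first test of this explanation needed. Without nucleosomes near those edges the SD was still 1.29-fold the binomial one, so edges may explain part of the spread and not all of it. Local depth, sequence content and the cell types themselves stay open.

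At the right end of arm 3R the glia map holds 26 nucleosomes beyond the last GNP call, over 7594 bp. The GNP map holds 0 there because the stretch was defined as lying beyond its last call, so a counting limit for that 0 decides nothing. The last 10 kb before that point held 44 GNP and 42 glia nucleosomes, so the GNP calls run at usual density and then stop. Sequence missing from the fly line of the GNP library would give such a stop and is a candidate explanation, since the cell types come from different lines. Random missing calls in the GNP map are argued against, since the next fullest stretch over 500 bp without GNP calls held 6 glia nucleosomes. Extra copies in the glia line and differences in read filtering at the arm end were not tested.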
